A study of Saccharomyces cerevisiae with 95 samples.

How the data were processed

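The study measured where proteins of the meiotic chromosome axis, the cohesin loader and condensin sit on budding yeast chromosomes, by chromatin immunoprecipitation followed by sequencing (ChIP-seq). Cells of SK1, a laboratory strain that enters meiosis rapidly and in near synchrony, were fixed with formaldehyde 3 hours after transfer to sporulation medium, and DNA bound to a protein was recovered with an antibody. An input library, made from chromatin that was not enriched, was prepared beside it. The labels describe 95 samples, which were placed in 49 groups by their titles. Per the labels, the libraries of the main part of the series were sequenced as 51 bp reads, single-end or paired-end.

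One processed file was analysed here, a list of summits of Red1, a protein of the meiotic chromosome axis, in wild type cells. The labels of 8 libraries name this list. These are 4 anti-Red1 libraries and 4 inputs, of which 1 is filed among the SMC4-PK9 inputs made without a second sonication step. One anti-Red1 library, titled as wild type, carries a genotype label that it shares with the SMC4-PK9 strain. The other 87 samples have no values here and were not analysed here, so no comparison between groups of samples was made.

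The summits were called with MACS2, a peak caller that tests the ChIP signal against input, per the peak names in the list and the name given to it in the labels. The deposited list gives each summit as 1 base with the caller's −log10 value, written by the authors' run; whether it is −log10 of a p-value or of a q-value is not stated. Per the labels, the authors combined the replicates before calling, so the list has no value per library, and no spread between replicates can be given. The peak names carry the tag SK1Yue, read here as an assembly of the SK1 genome. The version and options of the caller, the aligner and the treatment of reads that map to several places are not stated. The name of the list says that summits with a score over 20 were kept, and the smallest score in it was 20.0. Peak numbers run upward with position along each chromosome, so numbers missing from the sequence could be placed between neighbouring summits. Read counts are not part of the list, so the depth behind each summit is unknown, and no confidence interval for a score was computed.

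Coordinates are 1-based positions in the authors' assembly. The only annotation at hand is for another strain's assembly (R64, strain S288C), and coordinates of different builds were not mixed, so summits were not assigned to genes and the planned test of gene context was not run. Chromosome lengths of the authors' assembly were not used here. The span of a chromosome was taken from its first to its last summit, and chromosome ends were approximated by the outermost summits. Density was the number of summits divided by the span, per 100 kb. Scores were analysed on the log10 scale and used only within the list.

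Densities and median scores of chromosomes I, III and VI, the short chromosomes of the karyotype, were compared with those of the other 13 by an exact permutation test over all 560 choices of 3 chromosomes. Relations with span were tested by permuting chromosomes. The coefficient of variation of spacings (the standard deviation of the distances between neighbouring summits divided by their mean) was compared with random placement of as many summits over each span, with the outermost summits held in place. Correlations of scores were tested by shuffling scores within chromosomes. Scores near chromosome ends were tested by circular shifts of the scores along each chromosome, which keep neighbours together. Each of these resampling tests used 100000 draws, and each test was two-sided. Densities near ends were tested by an exact permutation of signs across chromosomes. The end window was 100 kb, and a chromosome entered the density comparison only where at least 50 kb lay outside the windows, a rule set after seeing the spans, which left out chromosome I. The 11 main tests of the report form one family, with Benjamini-Hochberg adjusted p-values beside the raw ones. The p-values of alternatives, of subsets of chromosomes and of the closing tests lie outside this family and are unadjusted, except those of 5 distance classes, which were adjusted among themselves.

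The design, the alternatives and the rule for naming items were written before the data were examined, except where stated. The rule names the 5 summits with the highest score and the 3 longest distances between neighbouring summits. Alternatives were score minimums of 50, of 100 and of the list's median, removal of summits within 500 bp of a higher one, omission of chromosome XII (which carries the ribosomal DNA array), other definitions of span, end window and average, and random placement with a minimum distance. Keeping 1 summit per peak changed nothing, because no peak number occurred more than once. The further alternatives, added after the data were seen, were counting intervals in place of summits, counting all numbered peaks, and dropping the outermost summits from the density near ends, alone and together with each other alternative of that comparison.

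The procedures were tested on simulated data, 50 lists with planted effects and 50 lists without, with 1000 draws per resampling test. The planted effect was recovered in 50 of 50 lists in each of the 7 kinds of test. Among the lists without effects, the test of density near ends gave p under 0.05 in 5 of 50, and the other tests did so in 0 to 2 of 50. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.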

Results

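Red1 is a structural protein of the axis to which chromatin loops are attached in meiotic prophase. Its binding sites serve in this study as positions along the axis at which the binding of other proteins can be read. The Red1 list analysed here was made from 4 wild type anti-Red1 libraries and 4 inputs, taken 3 hours into meiosis and pooled by the authors before summits were called. It therefore gives 1 value per summit and none per replicate. The errors given below are standard deviations (SD) across chromosomes or ranges under random placement, not errors between cultures. The depth of the pooled libraries is unknown.

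The list held 2385 summits on 16 nuclear chromosomes, over spans that added up to 11446 kb in the SK1 assembly used by the authors. The summit density was 20.8 per 100 kb. The score, the authors' −log10 of p or q, ranged from 20.0 to 2847 with a median of 169, and its middle 50% lay between 60.2 and 652. Scores reached 100 or more at 1483 summits (62.2%) and 1000 or more at 422 summits (17.7%). The highest score, 2847, was at position 907346 of chromosome XV. A score of 2845 followed at position 130253 of chromosome I. Scores of 2786, 2785 and 2755 were found at position 637708 of chromosome IV, position 170042 of chromosome XV and position 261730 of chromosome X. Without replicates, the order of these scores has no error attached.

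The peak numbers in the list ran to 2802, so that 417 numbers had no summit in it. The listed summits made up 85.1% of the numbers (95% Wilson interval 83.8 to 86.4%, which covers counting error only). No number occurred more than once, and no summit carried a letter marking it as one of several in a peak. A score of at least 50 was reached by 1888 summits.

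The first comparison asked whether axis sites are spread evenly over chromosomes of different size. Chromosomes I, III and VI carried 29.8 ± 2.58 summits per 100 kb (SD, 3 chromosomes), against 20.5 ± 1.69 (SD, 13 chromosomes) on the others. The difference of 9.26 summits per 100 kb gave p = 0.00179 in the exact permutation test, the smallest value that 560 choices allow, and an adjusted p of 0.00464 in the same permutation test. Chromosome I had 64 summits in 200 kb (31.9 per 100 kb), chromosome VI had 83 in 272 kb (30.5 per 100 kb) and chromosome III had 83 in 308 kb (26.9 per 100 kb). The densities of the other chromosomes ran from 19.0 on chromosome IV to 24.9 on chromosome IX, so the ranges did not overlap. The alternative that moved this difference most, counting all numbered peaks, raised it to 13.7 per 100 kb. The one that lowered it most, keeping summits at or above the median score, gave 5.14 per 100 kb. That setting lowers the densities of both sets of chromosomes. The ratio of their means was 1.49 there and 1.45 for all summits. With each of the 3 chromosomes left out in turn the difference lay between 8.18 and 10.7 per 100 kb.

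**Figure D1:**
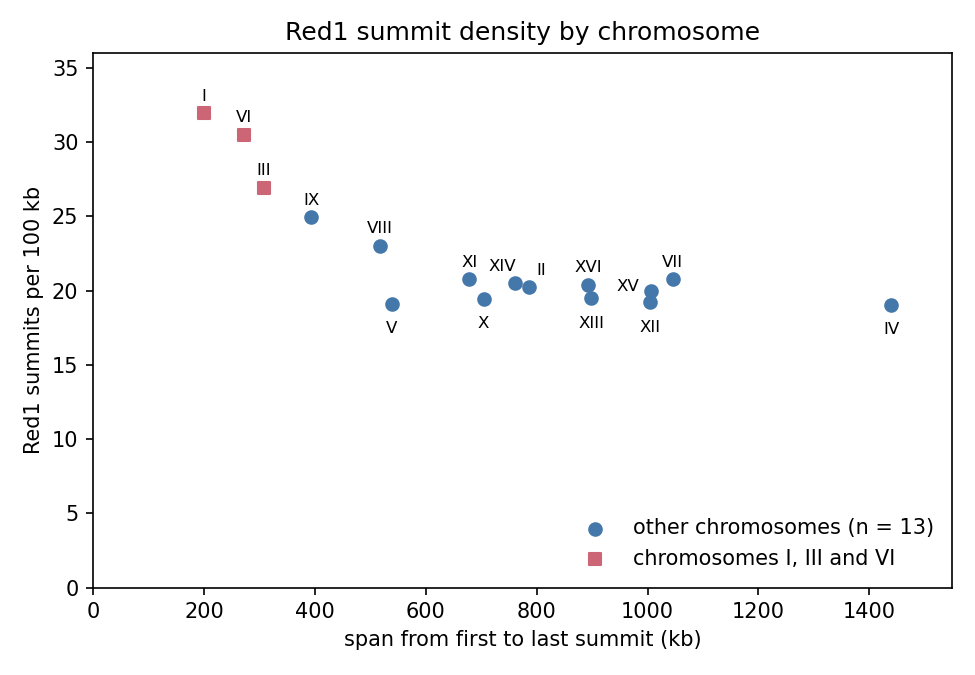
Summits per 100 kb (vertical axis) against the span from first to last summit in kb (horizontal axis), 1 point per chromosome, with chromosomes I, III and VI as squares. The squares lie between 26.9 and 31.9 summits per 100 kb, above the 13 other chromosomes, which lie between 19.0 and 24.9.

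Across the 16 chromosomes, summit density fell with span. Pearson's r was -0.79 (permutation p = 3.0e-05, adjusted 0.000165) and Spearman's rho was -0.73 (permutation p = 0.00211, adjusted 0.00464). Without chromosomes I and IV, whose spans lie farthest from the median, r was -0.79. Because the 3 short chromosomes stand apart, the relation was recomputed within the other 13. There r was -0.62 (permutation p = 0.0292) and rho was -0.49 (permutation p = 0.0925), and r was -0.35 once chromosomes IV and IX were left out as well. Within the 13 longer chromosomes the relation therefore rested largely on chromosomes IV and IX.

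Median scores averaged lower on the short chromosomes by a margin that did not pass the threshold. The median log10 score averaged 2.15 ± 0.09 (SD, 3 chromosomes) on chromosomes I, III and VI and 2.24 ± 0.06 (SD, 13 chromosomes) on the others, a difference of -0.09. The exact permutation test gave p = 0.05, with 28 of the 560 choices as large, and an adjusted p of 0.0688 by the same permutation test. With the mean in place of the median the difference was 0.0024, in the opposite direction. Chromosome I had the lowest median score, 111, and chromosome IX the highest, 222. Chromosomes III (169) and VI (146) lay within the range of the other 13, whose lowest was 141 on chromosome XI. The median log10 score showed no detectable relation with span (r = 0.38, permutation p = 0.141, adjusted 0.172; rho = 0.32, permutation p = 0.226, adjusted 0.248). Without chromosomes I and IV its r was 0.00075. Within the 13 longer chromosomes, with chromosome IV kept, r was 0.017 (permutation p = 0.958), and without chromosomes IV and IX it was 0.19. The value of 0.38 was therefore lost without chromosomes I, III and VI, and it was not shown to rest on chromosome IV.

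The second comparison asked whether summits are spaced more regularly than chance gives. Neighbouring summits lay a median of 3315 bp apart (middle 50% from 1308 to 7099 bp), with a mean of 4832 bp and an SD of 4621 bp over 2369 distances. The closest summits were 316 bp apart. The coefficient of variation of the distances was 0.956, against 1.01 (95% range 0.967 to 1.05) under random placement, with a permutation p of 0.0112 and an adjusted p of 0.0205 by that permutation test. This result depended on how random placement was defined. When random summits were also kept at least 316 bp apart, their coefficient of variation was 0.942 (95% range 0.905 to 0.981), and the observed value fell inside that range with the difference in the opposite direction. Distances under 1 kb made up 19.6% of all distances. This was within the range of placement without a minimum, 18.8% (95% range 17.4 to 20.3%, permutation p = 0.279), and above that of placement with the minimum, 14.2% (95% range 12.9 to 15.5%).

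**Figure D2:**
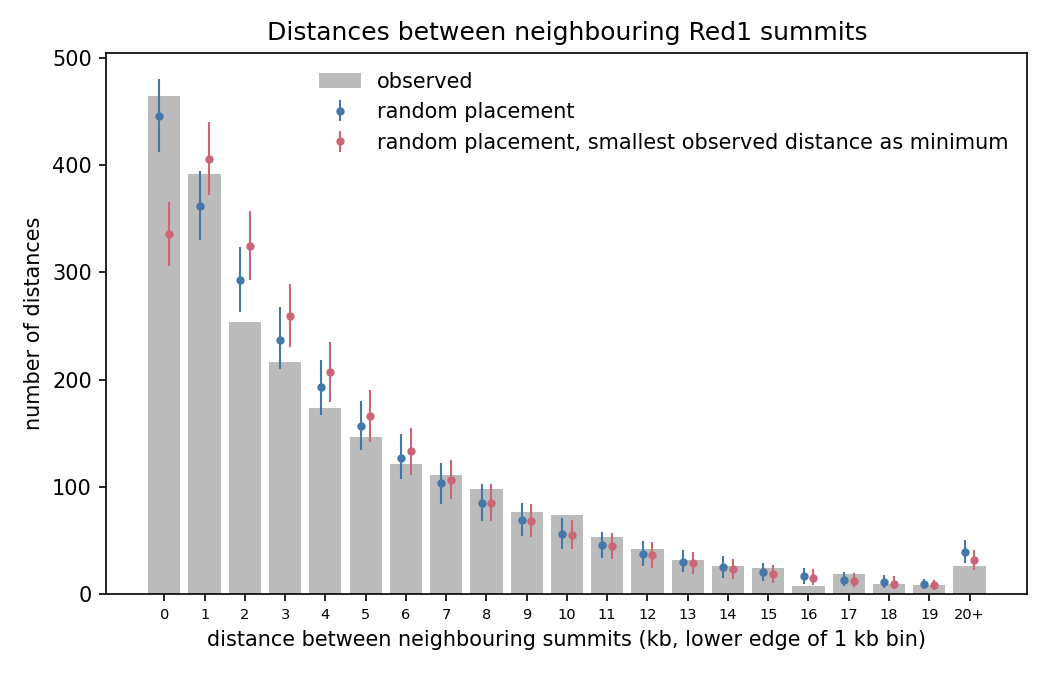
Number of distances between neighbouring summits (vertical axis) in 1 kb bins of distance (horizontal axis, last bin 20 kb and more). Bars are the observed distances, and points with bars are the mean and 95% range of random placement without and with the smallest observed distance as a minimum. The first bin holds 465 distances, inside the range of 413 to 481 under placement without the minimum and above the range of 306 to 366 with it.

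Distances over 20 kb numbered 26, against a mean of 38.8 (95% range 29 to 49) under random placement and 31.6 (95% range 22 to 41) with the minimum distance. The longest was 39.2 kb on chromosome XII, between positions 337519 and 376695, and 1 unlisted peak number fell in it. The next were 31.8 kb on chromosome V, between positions 293730 and 325571, with no unlisted number, and 30.0 kb on chromosome XV, between positions 76484 and 106481, with 2 unlisted numbers.

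The third comparison related the score of a summit to its surroundings. Summits far from any other summit scored higher. Across summits, which are not independent replicates, Spearman's rho between score and distance to the nearest other summit was 0.27 (permutation p = 2.0e-05, the smallest that 100000 shuffles can give; adjusted 0.000165). The 595 summits with a neighbour within 746 bp had a median score of 112, and 6.22% of them reached 1000. The 597 summits whose nearest neighbour was at least 3386 bp away had a median score of 489, and 32.5% of them reached 1000. The correlation lay between 0.26 and 0.32 under each alternative tried.

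**Figure D3:**
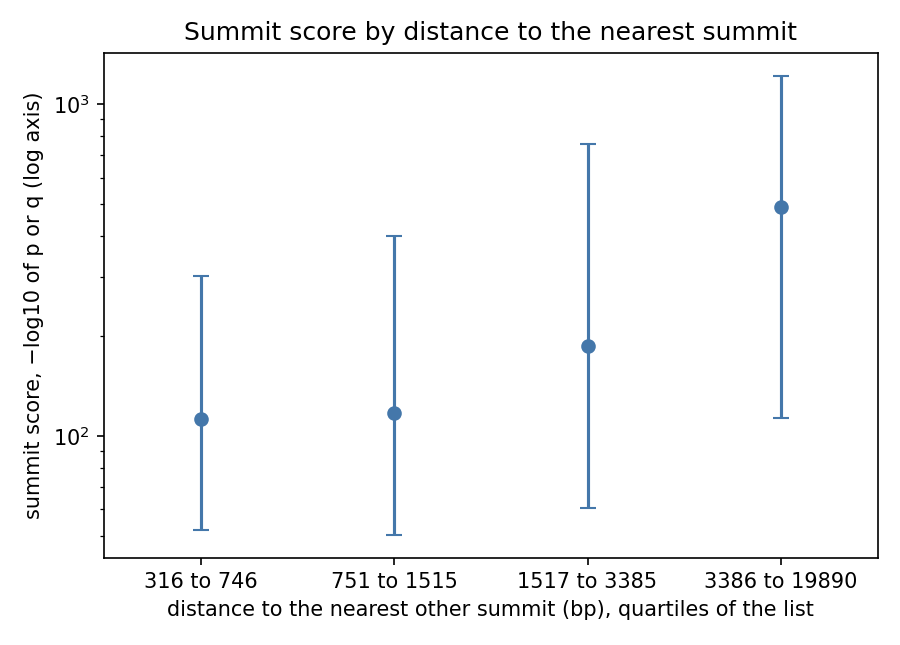
Summit score (vertical axis, −log10 of p or q, log axis) in 4 classes of distance to the nearest other summit in bp (horizontal axis, split at the quartiles of the list). Points are medians and bars the middle 50% of scores, and the median rises from 112 in the closest class to 489 in the most isolated.

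Scores of adjacent summits correlated weakly and negatively. Pearson's r of the log10 scores was -0.08 over 2369 adjacent summits (permutation p = 0.00044, adjusted 0.00161). The correlation was not detected once low-scoring summits were removed. Their removal also changes which summits are neighbours and how far apart they lie, so the reason was not tested. Among summits with a score of at least 50, r was -0.025, and among those at or above the median score it was 0.033.

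The last comparison concerned chromosome ends, taken as the outermost summits. Summits within 100 kb of an end (746 summits) had a median log10 score of 2.20, and the remaining 1639 had 2.26. Those near an end include all 64 summits of chromosome I, which had the lowest median score. Part of the difference may therefore lie between chromosomes, which shifts within chromosome I cannot change. The difference of -0.06 was not larger than circular shifts gave (permutation p = 0.362, adjusted 0.362). The result turned on the window. Within 50 kb the difference was -0.16 (permutation p = 0.00736), and in a window from 20 to 110 kb it was 0.11 (permutation p = 0.00422), in the opposite direction. Summit density within 100 kb of the ends averaged 22.7 ± 4.44 per 100 kb (SD, 15 chromosomes), against 20.4 ± 2.81 in the rest of the same chromosomes. The mean difference was 2.31 ± 4.37 (SD, 15 chromosomes) and was positive in 10 of 15. It gave p = 0.0432 in the exact permutation of signs and failed correction, with an adjusted p of 0.0679 in that permutation family. With each chromosome left out in turn the exact permutation p ranged from 0.0116 to 0.0864, the highest value coming without chromosome III, where the mean difference was 1.44 per 100 kb. Among the other settings, score minimums of 50, 100 and the median gave 2.37, 2.06 and 1.67 (exact permutation p = 0.00647, 0.000244 and 0.00183). A 50 kb window gave 3.68 (exact permutation p = 0.00412). Without chromosome XII the difference was 2.13 (exact permutation p = 0.0797), and from 20 to 110 kb it was -0.14 (exact permutation p = 0.866). All these values count the outermost summits, which define the ends. They lie inside the windows by construction, or outside a window that begins at 20 kb. Without them the mean difference was 1.31 per 100 kb (exact permutation p = 0.288). With a minimum score of 100 it was then 1.06 (exact permutation p = 0.065), and within 50 kb of the ends 1.68 (exact permutation p = 0.127). No higher density near ends was therefore detected without the outermost summits.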

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

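No paired analysis was possible because the one list analysed pools its replicates and gives no value per library. For the same reason leaving out a replicate was impossible. The alternative of 1 summit per peak changed nothing, and the test of gene context was not run. Of the 70 alternatives to the 9 tested results, 46 kept both the direction and the side of the 0.05 threshold for the unadjusted p, 9 changed direction, 12 lost the threshold and 3 passed it.

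The higher summit density of chromosomes I, III and VI kept its direction and stayed past the threshold in all 8 alternatives, with differences from 5.14 to 13.7 summits per 100 kb. So did the relation of density with span over its 8 alternatives, with r from -0.83 to -0.74, and the relation of score with distance to the nearest summit over its 6, with rho from 0.26 to 0.32.

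Score minimums changed several results. At a minimum of 50 the correlation of neighbouring scores was -0.025, and the share of peak numbers with a summit was 67.4%, as the construction of that alternative gives. At a minimum of 100 the correlation of neighbouring scores was -0.0012, and the median score difference of the short chromosomes became 0.026. At the median score these were 0.033 and 0.058, and the relation of median score with span became -0.15. Removing summits by score truncates the scores that these measures compare; beyond that, the cause was not tested. With the mean in place of the median, the score difference of the short chromosomes was 0.0024 and the relation of score with span was -0.020, so the sign of both depends on the average used. The score difference of the short chromosomes passed the threshold at -0.12 with summits within 500 bp of a higher one removed, and at -0.10 without chromosome XII.

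The evenness of spacing lost its threshold at a difference of -0.034 in the coefficient of variation when spans began at base 1, and became 0.014 under placement with a minimum distance. Against placement without a minimum, the main difference was -0.050. It was -0.12, -0.19 and -0.23 at score minimums of 50, 100 and the median. With summits within 500 bp of a higher one removed it was -0.095 (permutation p = 2.0e-05 in each of these alternatives). Without chromosome XII it was -0.052, past the threshold. The difference in score near ends passed the threshold at -0.16 within 50 kb and became 0.11 between 20 and 110 kb. The difference in density near ends lost the threshold at 2.13 without chromosome XII and became -0.14 between 20 and 110 kb. It stayed past the threshold at 2.37, 2.06 and 1.67 with score minimums of 50, 100 and the median. It also did so at 2.33 with summits within 500 bp of a higher one removed, and at 3.68 within 50 kb. Its values count the outermost summits, which lie in the windows by construction, or outside a window that begins at 20 kb. Without them it was past the threshold in none of the settings tried after the data were seen: 1.31 with nothing else changed, 1.37, 1.06 and 0.672 at score minimums of 50, 100 and the median, 1.33 with summits within 500 bp of a higher one removed, 1.13 without chromosome XII, 1.68 within 50 kb and 0.445 between 20 and 110 kb.

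The unknown depth limits every score. A −log10 of p or q grows with the reads pooled, so the score thresholds have no meaning outside this list, and a summit with no place in it was not shown to be absent.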

Other observations

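The tests on all numbered peaks, on repeated peak numbers, on neighbours under 1 kb and from 1 to 2 kb apart, on the spacing of the list and of its high-scoring summits, and on zones at 20 and 110 kb from the ends were chosen after the result they bear on was seen. Each hypothesis below was found and tested on the same list.

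The higher summit density of chromosomes I, III and VI was set against 3 technical explanations. If it came from dense summits near chromosome ends, which fill more of a short chromosome, it would vanish away from the ends. Beyond 50 kb from the outermost summits the difference was 7.73 summits per 100 kb (exact permutation p = 0.00179). The means were 27.7 ± 3.94 over 3 chromosomes and 20.0 ± 1.42 over 13 (SD). This argues against the outermost 50 kb as the whole cause, but does not exclude an effect of ends that reaches 100 kb. Chromosome III, singled out after its values were seen, is a partial exception. Beyond 100 kb it had 17.5 summits per 100 kb (19 summits in 108 kb), no higher than the 17.7 to 22.4 of the 13 longer chromosomes, while chromosome VI had 29.1 (21 summits in 72.1 kb). Chromosome I has no such interior to compare, so beyond 100 kb only chromosome VI argues against ends as the whole cause. If the score filter had spared short chromosomes, counting the unlisted peak numbers would close the gap, but the difference grew to 13.7 per 100 kb. If the extra summits were weak ones, the difference would be absent among summits at or above the median score. It was 5.14 per 100 kb there (ratio 1.49) and 5.76 per 100 kb among the weaker summits (ratio 1.56), each with an exact permutation p of 0.00179. Chromosome copy number in the cultures, mappability and a denser axis on short chromosomes stay open and untested, since the list holds no reads.

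High-scoring summits were spaced more evenly than the list as a whole. For all summits, placement with a 316 bp minimum, the smallest listed distance, gave a coefficient of variation as low as the observed one (difference 0.014). It did not give the observed distances: 19.6% were under 1 kb, against 14.2% (95% range 12.9 to 15.5%; permutation p = 2.0e-05). This argues against the minimum distance as the whole account of the spacing, and the agreement of the coefficients does not show why it is low. For the summits at or above the median score the coefficients differed as well. Their coefficient of variation was 0.773, against 0.964 (95% range 0.912 to 1.02) for placement with their own minimum of 391 bp, a difference of -0.19 (permutation p = 2.0e-05, the smallest the draws can give). Random draws of as many summits from each chromosome gave 0.980 (95% range 0.930 to 1.04), a difference of -0.21 (permutation p = 0.0002, the smallest that 10000 draws can give), which argues against thinning of the list as the reason. The remaining summits, below the median score, were more clustered than such draws, with a coefficient of variation of 1.18 (permutation p = 0.0002). High-scoring summits lay a median of 7988 bp apart. Close high-scoring summits were not scarce: 5.94% of their distances were under 1 kb, against 6.55% (95% range 5.18 to 7.98%) under placement with the 391 bp minimum. Long gaps were fewer, with 99 distances over 20 kb against a mean of 136 (95% range 123 to 150). The evenness therefore goes at least in part with a shortage of long gaps. Distances from 1 to 20 kb between these summits were not compared with placement, so a shortage there was not excluded. No biological explanation was tested. How the peak caller divides broad signal stays open as well.

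A candidate explanation of weak summits near strong ones is that they are side summits split from strong peaks. In its strict form, several summits listed inside one called peak, the list excludes it, since 0 peak numbers were repeated. That count may follow from the caller's options, which are not stated, and does not bear on strong sites divided into several called peaks. In general the explanation was taken to predict a negative correlation of scores between close neighbours and none between distant ones. Neighbours at least 5 kb apart showed none that was detectable (r = -0.044 over 869 neighbours, permutation p = 0.234), as predicted. Neighbours under 1 kb apart showed none either (r = 0.030 over 465 neighbours, 95% bootstrap range -0.06 to 0.12), against the prediction for close neighbours. The list gives no peak widths, so whether splitting would act under 1 kb or at longer distances is unknown. The negative correlation lay between 1 and 2 kb (r = -0.31 over 392 neighbours, adjusted permutation p = 5.0e-05 over 5 distance classes) and between 2 and 5 kb (r = -0.20 over 643 neighbours, adjusted permutation p = 5.0e-05). The difference between the distance classes was not itself tested. For neighbours from 1 to 5 kb apart, flanks of a strong site called as peaks of their own and separate weak sites cannot be told apart, because the list does not show whether neighbouring peaks adjoin.

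The sign change of score near chromosome ends went with low scores in the outermost 20 kb. Whether these low scores are its whole origin was not decided. Summits within 20 kb of the outermost summit scored lower than the rest, with a difference of -0.30 in median log10 score (median score 92.5 over 184 summits; permutation p = 8.0e-05; lower in 14 of 16 chromosomes). Median scores were 182 from 20 to 50 kb, 204 from 50 to 110 kb and 177 beyond. Scores from 20 to 110 kb exceeded those beyond 110 kb by 0.055, in 9 of 15 chromosomes, which circular shifts also gave often (permutation p = 0.0999), so whether a second zone of higher scores exists cannot be told from this list. Summit density was 23.8 per 100 kb in the outermost 20 kb without the outermost summits themselves and 19.9 beyond 110 kb. These densities were pooled over chromosomes, and their difference was not tested. Chromosome I has no span beyond 110 kb, so part of the gap may restate the density of the short chromosomes. Within chromosomes, the density within 100 kb of the ends was higher by 1.31 per 100 kb without the outermost summits (exact permutation p = 0.288). Reads that map to several subtelomeric repeats are a possible explanation of the low scores at the ends, beside a biological one, and the value of -0.30 does not separate them, since neither mappability nor reads are at hand.

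The 417 peak numbers without a listed summit include 413 that fall between listed summits of one chromosome. The name of the list makes the score minimum of 20 the likely reason, but the scores of these peaks were not used here. They were not spread by length alone: 27.6% of the 413 lay in intervals under the median length of 3315 bp, which cover 15.2% of the total length (two-sided p = 2.0e-05 from 100000 binomial draws, the smallest they can give). Whether they lie among low-scoring summits was not decided. The 651 summits beside such an interval had a median score of 181 and the other 1734 had 168, a difference of 0.034 on the log10 scale (permutation p = 0.486).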
